A study of Caenorhabditis elegans with 4 samples. Its data were reported in "Opposing roles of microRNA Argonautes during Caenorhabditis elegans aging" (2018).

How the data were processed

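Small RNAs bound to the microRNA (miRNA) Argonautes ALG-1 and ALG-2 were recovered by co-immunoprecipitation (co-IP) and sequenced from whole *C. elegans* collected on day 5 of adulthood. Argonautes are the proteins that carry miRNAs to their target RNAs. The endogenous genes had been edited to encode FLAG::GFP::ALG-1 in one strain and FLAG::RFP::ALG-2 in the other, and both proteins were recovered with an antibody against the FLAG tag. Each strain contributed 2 independent small RNA libraries, prepared with the TruSeq small RNA kit and sequenced on an Illumina HiSeq. No input RNA, untagged strain or mock co-IP was analysed here, so no background level could be subtracted. Without input RNA, a difference between the co-IPs also cannot be assigned to binding rather than to where each protein is expressed.

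The authors removed adapters, mapped the reads to the WS261 genome with miRDeep2 (version not stated) and quantified mature miRNAs on the miRBase annotation. The deposited values are RPM, meaning that the authors gave the reads of each miRNA per 1000000 reads of its library. One table of 66 mature miRNAs was deposited with 4 columns, and all 4 were used. No listed miRNA had normalized reads summing to less than 1003 over the libraries, which fits the minimum of 1000 the authors applied before comparing the co-IPs. The 66 miRNAs accounted for 99.3% to 99.5% of the total to which each library was scaled. The denominator was therefore almost entirely reads counted to these miRNAs, and a rise of one abundant miRNA lowers the values of all others. miR-44-3p and miR-45-3p carried identical values in every library, and members of the miR-35, miR-51 and miR-58/80 families have closely related sequences, so the division of reads among such copies is uncertain.

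All 66 values of each column were whole multiples of one step, and the step corresponded to 1 read in a library of a whole number of reads. The depth behind the RPM values was read from these steps: 11625117 and 6428905 reads for ALG-1 libraries A and B, and 12401622 and 25703472 reads for ALG-2 libraries A and B. The smallest read number behind any value was 264 (miR-250-3p in ALG-1 library B), for which the relative counting error was 6.15%. Counting errors cover sampling of reads only, since PCR copies carried no molecular identifiers. Because the table is short, the recovered reads were used to state precision and to weight the TMM factors, and no count model was fitted.

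Samples were grouped from their titles. The column names state which Argonaute was immunoprecipitated but not the replicate number, so the libraries of each group were called A and B in the order of the columns. The analysis planned before the data were examined took ratios within replicate pairs, as the study did. It also fitted the replicate number as a block. The column names also carry running numbers, which are consecutive for the libraries paired in column order and so point to that pairing, but the sample titles do not tie these numbers to replicates. Because the columns could not be matched to replicate numbers by the labels, the rule was applied so that it holds for either of the 2 possible pairings. A miRNA was called enriched with one Argonaute when all 4 ratios between an ALG-1 and an ALG-2 library exceeded 1.5 in the same direction. The counts under each possible pairing are given beside it.

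Differences were tested with limma 3.58.1 in R 4.3.3 on log2(RPM + 1), with moderated variances that follow a trend on abundance, without a block and with Benjamini-Hochberg adjustment over the 66 miRNAs (threshold 0.05). The log2 ratios reported are ALG-1 over ALG-2 on this scale, positive when ALG-1 is higher, with the moderated standard error (SE). With 2 libraries against 2, an exact two-sided permutation test of a single value cannot go below 0.333, so none is reported as evidence. On simulated data with the means, depths and replicate spread of these libraries and a change of 3 on the log2 scale in 20 of 66 miRNAs, limma without a block called 80.1% of the changed miRNAs in 50 simulations, and 2.79% of its calls were false. No smaller change was simulated, whereas the largest observed log2 ratio toward ALG-1 was 2.11 (miR-60-3p). The 80.1% therefore does not apply to most differences seen here, and few limma calls do not show that few miRNAs differ. The scaling factors and the enrichment rule recovered 20 of 20 changes planted without noise among 66 simulated miRNAs, and called 0 of the unchanged ones.

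The miRNAs named were fixed by a rule written in advance: 7 aging-associated miRNAs that the study examined, the members of the let-7, miR-35 and lin-4 families, the 5 largest mean log2 ratios in each direction among enriched miRNAs, the 3 most abundant miRNAs, and any miRNA past the limma threshold if 5 or fewer were in a direction. miRNAs outside the rule were chosen after their values were seen, and are said to be so where they appear. Family sums were formed per library and compared as the difference of the mean log2 sums. Alternatives were a threshold of 2-fold, a minimum of 4000 summed normalized reads, the ratio of group means, median-of-ratios and trimmed-mean-of-M (TMM) scaling, other pseudocounts, a block for each possible pairing, no variance trend, a looser adjusted p-value and leaving out each library. Gene positions are those of the WBcel235 annotation, the assembly on which the WS261 release is built, and were matched by gene symbol for 63 of the 66 miRNAs. The other 3 have a letter suffix that the symbols did not match. That annotation table has no exons or strands, so a gene is only said to span a hairpin. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.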

Results

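To ask whether miRNAs preferentially associate with either Argonaute in adult animals, small RNAs from ALG-1 and ALG-2 co-IPs were sequenced at day 5 of adulthood, with 2 independent libraries for each protein. The ALG-1 libraries A and B rested on 11625117 and 6428905 reads, and the ALG-2 libraries A and B on 12401622 and 25703472 reads. The median miRNA was represented by 38997 and 14969 reads in the ALG-1 libraries and by 38898 and 60533 reads in the ALG-2 libraries. Counting error was therefore small compared to the differences between replicates. The median absolute log2 difference between the 2 ALG-1 libraries was 0.34, whereas counting alone would give 0.0098. Between the 2 ALG-2 libraries it was 0.90, whereas counting alone would give 0.0062.

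Across the 66 miRNAs, log2 RPM values of the ALG-1 libraries correlated with a Pearson r of 0.970 (Spearman rho 0.963), and those of the ALG-2 libraries with an r of 0.869 (rho 0.878). Correlations between an ALG-1 and an ALG-2 library ranged from 0.799 to 0.885 (Pearson) and from 0.805 to 0.879 (Spearman). These coefficients are taken across miRNAs, which are not independent replicates. ALG-1 library A and ALG-2 library B correlated at 0.885, so ALG-2 library B was as similar to an ALG-1 library as to the other ALG-2 library by this measure.

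By the mean over the 4 libraries, the 3 most abundant miRNAs were miR-82-3p, miR-58a-3p and miR-72-5p. miR-82-3p (gene *mir-82*, chromosome X, 2435258-2435354, within the span of *gid-2*, WBcel235) averaged 294326 ± 43972 RPM with ALG-1 and 159173 ± 119461 RPM with ALG-2 (SD, n = 2 each), and the difference was not significant (log2 ratio 1.12 ± 0.60 SE, limma adjusted p = 0.315). miR-58a-3p averaged 97746 ± 48240 RPM with ALG-1 and 88696 ± 92875 RPM with ALG-2 (SD, n = 2 each), and in this case the direction changed with the ALG-2 library used. miR-72-5p (*mir-72*, chromosome II, 2452838-2452936) averaged 48435 ± 8105 RPM with ALG-1 and 101785 ± 25593 RPM with ALG-2 (SD, n = 2 each). The 3 miRNAs together made up 43.8% and 44.3% of the ALG-1 libraries, but 21.8% of ALG-2 library A and 48.2% of ALG-2 library B.

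By the requirement that all 4 ratios between an ALG-1 and an ALG-2 library exceed 1.5, 9 miRNAs were enriched with ALG-1 and 11 with ALG-2. The remaining 46 miRNAs did not pass in either direction. With replicate pairs formed in the order of the columns, the numbers were 12 and 11, and with the pairs crossed they were 11 and 15. Each pairing uses 2 of the 4 ratios, so it includes the 9 and 11 miRNAs by construction. The choice that moved the numbers most upward with all libraries in use was the ratio of group means, which gave 17 with ALG-1 and 22 with ALG-2. The 2 groups did not overlap for 35 miRNAs, whereas chance would give 22 of 66 (33.3%).

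**Figure D1:**
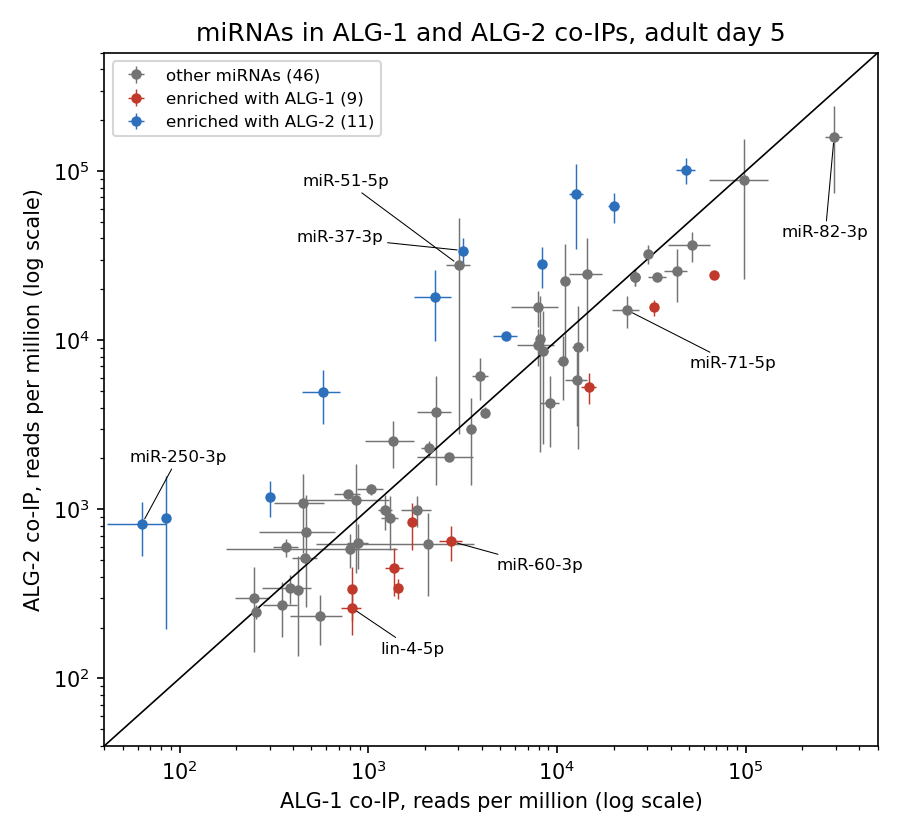
Mean RPM of 66 miRNAs in the ALG-1 co-IP (x axis, log scale) and the ALG-2 co-IP (y axis, log scale); bars span the 2 libraries of each group, the line marks equal values, and colours mark the 9 miRNAs enriched with ALG-1, the 11 enriched with ALG-2 and the 46 others. The vertical bars (ALG-2) are longer than the horizontal ones (ALG-1) for many miRNAs, among them miR-51-5p (chosen after its values were seen), whose ALG-2 libraries held 53027 and 2807 RPM.

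When the same values were tested against the spread between libraries with limma, 0 miRNAs were significantly higher with ALG-1 and 1 was significantly higher with ALG-2 at an adjusted p-value below 0.05. Before adjustment, 7 and 10 miRNAs, respectively, had a p-value below 0.05. The replicate block left 0 and 1 miRNAs with pairs in column order, and 2 and 5 miRNAs with crossed pairs. The deviations of the libraries from their group means correlated at -0.21 across miRNAs for pairs in column order, and hence at 0.21 for crossed pairs. The single significant miRNA without the block was miR-37-3p, and with the block in column order it was miR-250-3p (limma adjusted p = 0.0233), while miR-37-3p no longer passed (limma adjusted p = 0.0683).

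miR-37-3p (*mir-37*, chromosome II, 11537833-11537930) averaged 3191 ± 75.9 RPM with ALG-1 and 33908 ± 8809 RPM with ALG-2 (SD, n = 2 each). Its log2 ratio was -3.38 ± 0.48 (SE, limma adjusted p = 0.0264), and the ALG-2 value was between 8.53 and 12.8 times the ALG-1 value over the 4 ratios. The largest mean difference belonged to miR-250-3p (*mir-250*, chromosome V, 11769917-11770015), at 63.0 ± 31.1 RPM with ALG-1 and 815 ± 403 RPM with ALG-2 (SD, n = 2 each). It did not reach the threshold without the block (log2 ratio -3.67 ± 0.73 SE, limma adjusted p = 0.0575). miR-61-3p, encoded next to it on chromosome V (*mir-61*, 11770060-11770156), rose from 2254 ± 710 RPM with ALG-1 to 17978 ± 11379 RPM with ALG-2 (SD, n = 2 each). Its adjusted p was 0.0702 by limma. miR-230-3p (*mir-230*, chromosome X, 5803892-5803989) was near 84 RPM in both ALG-1 libraries but 1573 and 195 RPM in the ALG-2 libraries, so that its enrichment ranged from 2.31 to 18.8-fold. Besides miR-72-5p and members of the miR-35 family, the other miRNAs enriched with ALG-2 were miR-253-3p and miR-66-5p, also outside the naming rule and added after their values were seen.

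On the ALG-1 side, the largest mean differences were those of miR-60-3p and miR-248. miR-60-3p (*mir-60*, chromosome II, 6328702-6328799) averaged 2744 ± 540 RPM with ALG-1 and 647 ± 214 RPM with ALG-2 (SD, n = 2 each). miR-248 (*mir-248*, chromosome X, 2262373-2262470) averaged 1442 ± 7.13 RPM with ALG-1 and 340 ± 66.9 RPM with ALG-2 (SD, n = 2 each). The 4 ratios spanned 2.96 to 6.31 for miR-60-3p and 3.71 to 4.94 for miR-248, and both had a limma adjusted p of 0.0840. miR-63-3p (*mir-63*, chromosome X, 17598765-17598868) averaged 1373 ± 215 RPM with ALG-1 and 448 ± 201 RPM with ALG-2 (SD, n = 2 each). The other miRNAs among the 9 were lin-4-5p, miR-237-5p, let-7-5p, miR-48-5p, miR-57-5p and miR-240-3p, and the last 2 fall outside the naming rule and were added after their values were seen, to complete the set. For miR-57-5p, the limma adjusted p was also 0.0840.

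A further question was whether miRNAs with known lifespan phenotypes prefer one Argonaute, and 7 such miRNAs were compared. Of these, lin-4-5p alone passed the enrichment rule. lin-4-5p (*lin-4*, chromosome II, 5902254-5902347, within the span of *F59G1.4*) averaged 817 ± 138 RPM with ALG-1 and 262 ± 115 RPM with ALG-2 (SD, n = 2 each). Its 4 ratios ranged from 2.10 to 5.06, and its log2 ratio of 1.70 ± 0.62 (SE) had a limma p of 0.0326 before adjustment, 0.154 after adjustment over all miRNAs and 0.228 after adjustment over the 7. Before adjustment 1 of the 7 had a limma p-value below 0.05, and 0 of the 7 did after adjustment over either set.

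miR-71-5p (*mir-71*, chromosome I, 9379927-9380020, within the span of *ppfr-1*) was higher in both ALG-1 libraries, at 27329 and 19692 RPM, than in the ALG-2 libraries, at 18332 and 11844 RPM. The 4 ratios ranged from 1.07 to 2.31, and the difference was not significant (log2 ratio 0.65 ± 0.49 SE, limma adjusted p = 0.492). miR-80-3p (*mir-80*, chromosome III, 8865270-8865367) was also higher in both ALG-1 libraries, with ratios from 1.28 to 1.59. miR-246-3p (*mir-246*, chromosome IV, 10940134-10940230) was lower in both ALG-1 libraries, at 7946 ± 3125 RPM compared to 15721 ± 5314 RPM with ALG-2 (SD, n = 2 each), with an ALG-2 to ALG-1 ratio from 1.18 to 3.40. The groups overlapped for miR-238-3p, miR-239a-5p and miR-239b-5p. The 2 ALG-1 libraries themselves differed for miR-239a-5p, at 3624 and 529 RPM, and for miR-239b-5p, at 1423 and 176 RPM. With crossed pairs, miR-239a-5p exceeded 1.5 toward ALG-1 (ratios 3.83 and 1.72) and miR-246-3p did so toward ALG-2, whereas neither did with pairs in column order. By limma, neither miR-239 form differed significantly (adjusted p = 0.492 for miR-239a-5p and 0.902 for miR-239b-5p). miR-228-5p, which the study also links to lifespan, was not among the 7 and was added after its values were seen. Its groups overlapped, with ratios from 0.830 to 1.09.

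**Figure D2:**
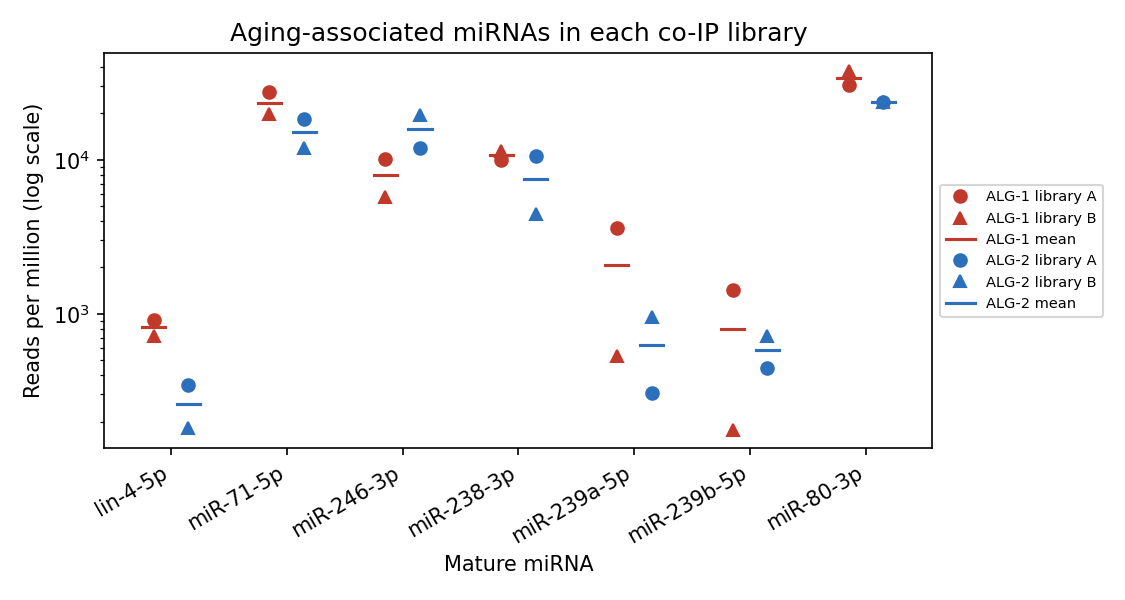
RPM (y axis, log scale) of the 7 aging-associated miRNAs (x axis) in each library; circles are library A, triangles library B, and horizontal lines group means, with ALG-1 in red and ALG-2 in blue. The groups are separated for lin-4-5p, miR-71-5p, miR-246-3p and miR-80-3p, and overlap for miR-238-3p, miR-239a-5p and miR-239b-5p.

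The 2 co-IPs also differed in the share taken by whole miRNA families. The 6 listed members of the miR-35 family, encoded in a cluster on chromosome II within the span of *Y62F5A.9* (from 11537608 for *mir-35* to 11538275 for *mir-40*), made up 4.51% ± 0.461 of the ALG-1 libraries and 20.3% ± 8.76 of the ALG-2 libraries (SD, n = 2 each). The log2 ratio of the sums was -2.10 ± 0.47 (SE). miR-41 and miR-42 were not analysed here. Of the 6 members, 5 were enriched with ALG-2 by the rule, namely miR-35-3p, miR-36-3p, miR-37-3p, miR-39-3p and miR-40-3p. Their mean log2 ratios ranged from -1.60 for miR-35-3p to -3.38 for miR-37-3p. The exception was miR-38-3p, which had 585 and 317 RPM with ALG-1 and 550 and 1616 RPM with ALG-2.

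The 4 members of the let-7 family made up 3.93% ± 0.0614 of the ALG-1 libraries and 2.04% ± 0.222 of the ALG-2 libraries (SD, n = 2 each), a log2 ratio of 0.95 ± 0.11 (SE). let-7-5p (*let-7*, chromosome X) and miR-48-5p (*mir-48*, chromosome V, 14364412-14364509) passed the rule, with lowest ratios of 1.57 and 1.87, but let-7-5p did not pass after either median-of-ratios or TMM scaling. Neither let-7-5p nor miR-48-5p passed once the miR-35 family was left out and the libraries were rescaled. miR-241-5p was higher in both ALG-1 libraries, with a lowest ratio of 1.23. miR-84-5p differed little, at 4182 ± 230 RPM with ALG-1 and 3735 ± 388 RPM with ALG-2 (SD, n = 2 each). Both members of the lin-4 family were enriched with ALG-1. The second member, miR-237-5p (*mir-237*, chromosome X, 8154084-8154182), averaged 14724 ± 1915 RPM with ALG-1 and 5309 ± 1533 RPM with ALG-2 (SD, n = 2 each), with a limma adjusted p of 0.130. With 2 libraries in each group, the smallest two-sided p of an exact permutation test is 0.333, and both family sums gave that value.

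**Figure D3:**
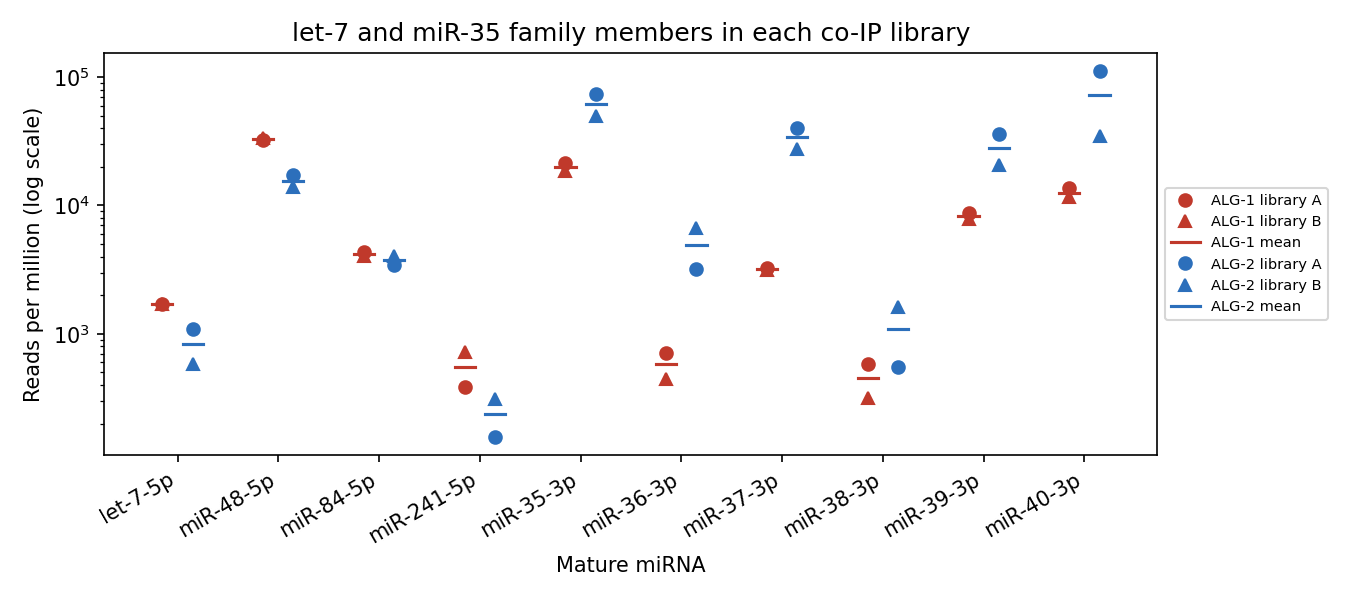
RPM (y axis, log scale) of the 4 let-7 and 6 miR-35 family members (x axis) in each library; circles are library A, triangles library B, and horizontal lines group means, with ALG-1 in red and ALG-2 in blue. Except for miR-38-3p, both ALG-2 libraries lie above both ALG-1 libraries for every miR-35 family member shown, whereas all 4 let-7 family members lie lower with ALG-2, with miR-84-5p closest to equality.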

Values the study reported

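The study regarded a miRNA as enriched when its normalized reads differed by more than 1.5-fold between the co-IPs in independent replicates, and left out miRNAs below 1000 reads. Under this criterion it reported 13 miRNAs associated mainly with ALG-1 and 11 associated mainly with ALG-2.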

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

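The labels give replicate numbers that the columns of the table do not carry, so both possible pairings were run, and these 2 settings and the fits that left out a library or miR-45-3p were chosen after seeing the data. The planned fits that left out a numbered replicate pair were not run for that reason. Minimums of 100 summed normalized reads or none were not run because no listed miRNA falls below the main minimum. limma was not rerun without a library, since a group of 1 gives no replicate check, and the enrichment rule gives the number above 1.5-fold instead.

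The enrichment counts were 9 with ALG-1 and 11 with ALG-2. A threshold of 2-fold gave 6 and 9, either scaling gave 8 with ALG-1 and 11 (median-of-ratios) or 12 (TMM) with ALG-2, and a pseudocount of 10 changed neither. Those changes stayed within 1.5 times the counts reported. The ratio of group means gave 17 and 22, and 4 of the aging-associated miRNAs in place of 1. A minimum of 4000 summed normalized reads, which kept 46 miRNAs, gave 5 with ALG-1, 8 with ALG-2 and 0 aging-associated miRNAs, because lin-4-5p was too rare. Crossed pairs gave 3 aging-associated miRNAs, lin-4-5p and miR-239a-5p with ALG-1 and miR-246-3p with ALG-2. Leaving out one library relaxes the rule, since fewer ratios must pass. The counts then ranged from 12 to 18 with ALG-1, from 11 to 18 with ALG-2 and from 2 to 4 for the aging-associated miRNAs across the 4 fits.

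The limma counts were 0 with ALG-1 and 1 with ALG-2 (7 and 10 before adjustment). The replicate block gave 0 and 1 with pairs in column order and 2 and 5 with crossed pairs, where limma pooled the variance over all miRNAs (66 total degrees of freedom, compared to 6.05 without the block). With ALG-2, 4 miRNAs passed after median-of-ratios scaling, 4 after TMM scaling and 3 without the variance trend, and an adjusted p below 0.1 gave 3 with ALG-1 and 8 with ALG-2. Other pseudocounts and leaving out miR-45-3p gave 0 and 1 again. The limma adjusted p of miR-37-3p ranged from 0.00199 with crossed pairs to 0.0683 with pairs in column order, and that of miR-250-3p from 0.0154 with crossed pairs to 0.0587 with a pseudocount of 10. The median log2 ratio of all miRNAs was 0.13 as deposited, 0.08 after median-of-ratios scaling and 0.02 after TMM scaling, so small positive ratios, such as 0.17 for miR-84-5p, are partly a matter of scaling.

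With either scaling, equal weights for members or the ratio of group means, both family ratios moved by less than 1 SD. Without its most abundant member the miR-35 family ratio did as well, whereas the let-7 family ratio became 0.42 without miR-48-5p. With TMM scaling the let-7 family ratio became 0.84, a move close to its SD of 0.11. None of these settings left out the miR-35 family, after which let-7-5p and miR-48-5p no longer passed the rule. Leaving out a library cannot move the family ratios by more than 1 SD with 2 libraries in a group, so it is no check of them. Among the 27 named miRNAs, 24 kept their direction in every fit. The exceptions in these fits each involved a left-out library. Much of this stability was fixed in advance. The blocks, the missing variance trend, the looser adjusted p and leaving out miR-45-3p cannot change a log2 ratio. Leaving out a library cannot reverse a miRNA whose 4 ratios agree in direction. The ratio of group means, which was not among these fits, also changed the direction of miR-239b-5p. It was 1.37 toward ALG-1, whereas the log2 ratio was -0.18. Across the 4 fits that each left out a library, the log2 ratio of miR-239a-5p ranged from -0.028 (without ALG-1 library A) to 2.74, that of miR-239b-5p from -1.68 to 1.33 (without ALG-1 library B; 0.16 without ALG-2 library B), and that of miR-58a-3p from -0.75 (without ALG-2 library A) to 1.99. In refits with limma, 15 results for named miRNAs passed the threshold that had not before, and 1 no longer did. A further 8 passed at an adjusted p below 0.1 with unchanged values, by the looser threshold alone. The cause of the changes in the refits was not tested. Depth limits none of them, since the largest counting error was 6.15% for a single value.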

Other observations

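The tests of the other splits, of counting noise, of genome position and of hairpin arms below were chosen only after the results they bear on were seen.

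The enrichment calls were weighed against chance. Of the 3 ways to split the 4 libraries into 2 and 2, 1, the real one, gave as many as 20 miRNAs with all 4 ratios above 1.5, and the others gave 2 and 5, but 3 splits cannot give a share below 0.05. Libraries were then drawn 10000 times with no difference between the Argonautes and with deviations taken from the observed replicate differences, under the assumption that all miRNAs of a group share the same spread. On average 3.37 miRNAs passed toward ALG-1 and 3.36 toward ALG-2. As many as 9 passed toward ALG-1 in a share of 0.00670 of the draws, and as many as 11 toward ALG-2 in a share of 0.000900. If miRNAs deviate independently of each other, replicate spread alone is therefore an unlikely source of the whole set. Those averages show that some calls in each direction could still come from it. Related miRNAs may deviate together, however, and 5 of the 11 ALG-2 calls were members of the miR-35 family. Counts this high would then be more common than the shares given. When only 2 paired ratios had to pass, spread alone gave 5.38 and 5.39 miRNAs, compared to the 12 and 11 called with pairs in column order and the 11 and 15 called with crossed pairs. The larger miR-35 family share in the ALG-2 libraries lowers every other miRNA there. Once the family was left out and the libraries rescaled, 7 of the 9 ALG-1 calls were kept. The 2 lost were let-7-5p and miR-48-5p. All 6 ALG-2 calls outside the family were kept and 2 were gained. This side is no check, since the rescaling raises every other miRNA more in the ALG-2 libraries, so no such call could be lost. The rescaling multiplies all other miRNAs of a library by the same factor, so which calls are lost depends on their margin over 1.5. The 7 calls kept do not rest on the family share alone. For the 2 lost, the test shows only that they lie close enough to the threshold to depend on it.

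miR-71-5p sits at the edge of the criterion. With pairs in column order its ratios were 1.49 and 1.66, so it fell short of 1.5 in one pair, and with crossed pairs the lower ratio was 1.07. The study lists miR-71 among the ALG-1-enriched miRNAs. With pairs in column order it was the nearest miss toward ALG-1, and counting it would give 13 miRNAs beside the 11 toward ALG-2. Those are the same counts as quoted from the study above. The ratio of group means, by which miR-71-5p passes (1.56), gave other counts, 17 and 22, as did crossed pairs, 11 and 15, by which it does not pass. Of these 3 ways to form the ratios, pairs in column order came closest to the quoted counts, although miR-71-5p itself falls short of 1.5 there.

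The 2 ALG-2 libraries differed from each other more than the 2 ALG-1 libraries did, for 53 of 66 miRNAs. A difference above 2-fold was seen for 28 miRNAs between the ALG-2 libraries and for 6 between the ALG-1 libraries. Counting noise would give a median absolute log2 difference of only 0.0062 in ALG-2, where 0.90 was observed, and these libraries were the deeper ones. Dim miRNAs do not account for it, since the more abundant 33 miRNAs differed by 0.81 (0.27 in ALG-1). Median-of-ratios scaling changed the ALG-2 libraries little (factors 1.01 and 0.962), and the difference was 0.88 with it (0.31 in ALG-1), so a scaling difference of that kind was small. The extreme case, chosen after its values were seen, was miR-51-5p with 53027 and 2807 RPM, an 18.9-fold difference between replicates. Animal preparation, co-IP and library steps cannot be told apart here, and no biological explanation was tested. A shared variance, as assumed by limma, averages over this difference between groups.

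A candidate explanation for part of the preferences is that they follow the site of transcription. It is not the only one, since the paper saw mainly ALG-1 in pharyngeal cells and more ALG-2 in certain head neurons. Whole animals without input RNA cannot separate such differences in expression from preferred binding. miR-61-3p and miR-250-3p, whose hairpins are adjacent, were both strongly enriched with ALG-2, and miR-241-5p and miR-48-5p were both higher with ALG-1. Over 35 pairs of miRNAs encoded within 10 kb of each other, the log2 ratios differed by 0.82 on average, compared to 1.502 in permuted pairs (one-sided permutation p = 0.00249, adjusted p = 0.00632 over 5 such tests). The miR-35 family alone was not the cause, since without it 20 pairs differed by 0.63, compared to 1.30 in permuted pairs (permutation p = 0.00253, adjusted p = 0.00632). For the difference between the 2 ALG-2 libraries, no greater similarity of neighbours was detected (permutation p = 0.554, adjusted p = 0.614). Some neighbours, chosen after their values were seen, did resemble each other, such as miR-229-5p, miR-64-5p and miR-65-5p, higher in ALG-2 library A by 2.14, 2.21 and 2.23 on the log2 scale, but miR-66-5p of the same cluster did not share this (-0.08). In another cluster, also chosen after its values were seen, miR-55-3p and miR-56-3p were higher in ALG-2 library A by 3.06 and 2.60 on the log2 scale, while miR-54-3p, encoded beside them, was lower there (-1.38). Neighbours are often related in sequence, however, and the 5 pairs assigned to different families differed by 0.71, with a permutation p of 0.0517 (adjusted p = 0.0862). Families were assigned from miRNA nomenclature, since no sequences were used here. Hairpin arms were not told apart, so miR-229-3p counted as related to miR-64-5p, miR-65-5p and miR-66-5p. Those pairs differed by 0.57, 0.32 and 0.93 and were left out of the test of different families. Position therefore cannot be told apart from related mature sequences or reads shared among them. The result is a hypothesis that a set with more unrelated neighbours could settle.

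Of the 11 ALG-2-enriched miRNAs, 9 were 3p arms, compared to 31 of the 54 other miRNAs with a stated arm. This difference was not significant (Fisher's exact test, two-sided p = 0.181), so no preference for a hairpin arm was shown by this test. Of the 8 ALG-1-enriched miRNAs with a stated arm, 3 were 3p arms. The ALG-1 and ALG-2 sets were not tested directly against each other.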
